# Darolutamide in Combination with Radium-223 Exhibits Synergistic Antitumor Efficacy in LNCaP Prostate Cancer Models

**DOI:** 10.3390/ijms252413672

**Published:** 2024-12-21

**Authors:** Urs B. Hagemann, Christoph A. Schatz, Mari I. Suominen, Andreas Schlicker, Matias Knuuttila, Timothy Wilson, Esa Alhoniemi, Sanna-Maria Käkönen, Bernard Haendler, Arne Scholz

**Keywords:** radium-223, darolutamide, prostate cancer, bone metastases, CRPC

## Abstract

Despite treatment, prostate cancer commonly progresses into castration-resistant prostate cancer (CRPC), which remains largely incurable, requiring the development of new interventions. Darolutamide is an orally administered second-generation androgen receptor inhibitor indicated for patients with non-metastatic CRPC or metastatic hormone-sensitive prostate cancer. Here, we evaluated the effect of androgen receptor (AR) inhibition by darolutamide in combination with DNA double-strand-break-inducing targeted radium-223 alpha therapy in vitro and in an intratibial LNCaP xenograft model mimicking prostate cancer metastasized to bone. The results highlight the synergistic antitumor efficacy of darolutamide in combination with radium-223 both in vitro and in vivo. This effect was most likely driven by the downregulation of genes involved in DDR signaling, which was demonstrated in vitro by a gene set enrichment analysis. The combination treatment also reduced pathological tumor-induced effects in bone by decreasing the number of osteoblasts and osteoclasts and reducing abnormal bone formation in tumor-bearing bone. Additionally, it was shown that darolutamide does not affect the uptake of radium-223 into bone tissue. These results support the investigation of darolutamide in combination with radium-223 for the treatment of patients with CRPC metastasized to bone.

## 1. Introduction

Prostate cancer is the second most frequently diagnosed cancer in men in developed countries [1]. Most patients will initially respond to therapy, but eventually, the disease becomes resistant to therapy and progresses into castration-resistant prostate cancer (CRPC) [2,3]. Despite recent progress in the treatment of prostate cancer, metastatic CRPC (mCRPC) remains a largely incurable disease, and novel efficient treatment options are required.

Darolutamide is an orally administered second-generation androgen receptor inhibitor indicated for patients with metastatic hormone-sensitive prostate cancer (mHSPC) [4,5] or non-metastatic castration-resistant prostate cancer (nmCRPC) [6]. Previous studies have demonstrated that AR inhibition with agents such as darolutamide results in the downregulation of DNA damage repair (DDR) genes in prostate cancer [7,8,9]. The efficacy of darolutamide in the treatment of prostate cancer, combined with its ability to downregulate DDR genes, makes it a viable candidate for use in a combination treatment regimen together with a DNA damage-inducing therapeutic agent.

Radium-223 dichloride (radium-223, Xofigo^®^) is a targeted alpha therapy (TAT) that improves overall survival and quality of life and reduces symptomatic skeletal events (SSEs) in patients with CRPC metastasized to bone [10,11]. It is the first and currently only targeted alpha therapy available for metastatic CRPC (mCRPC) and targets bone metastases associated with increased bone turnover by incorporating into newly formed bone and inducing DNA double-strand breaks (DSBs) in cancer cells, as well as in osteoblasts and osteoclasts, via alpha radiation [12,13].

In this study, we evaluated the potential synergistic effects of AR inhibition and targeted alpha therapy by studying the antitumor effects of darolutamide in combination with radium-223 in LNCaP prostate cancer cells in vitro, as well as in an intratibial LNCaP xenograft model mimicking prostate cancer metastasized to bone. Although LNCaP cells are considered androgen-sensitive in vitro, they are derived from a patient with metastatic CRPC and harbor AR mutation that confers resistance to castration [14]. This article is a revised and expanded version of a conference paper entitled “Radium-223 in combination with darolutamide exhibits synergistic antitumor efficacy in LNCaP prostate cancer models”, which was presented at the AACR Annual Meeting, 5–10 April 2024, San Diego, CA, USA [15]. The results support the ongoing clinical development of darolutamide in combination with radium-223-based TAT for the treatment of mCRPC.

## 2. Results

### 2.1. Darolutamide Sensitizes LNCaP Cells to Radium-223 Treatment In Vitro

The viability of androgen-sensitive LNCaP cells was evaluated by exposing them to darolutamide and radium-223 under androgen-depleted conditions in vitro. The combination of darolutamide and radium-223 showed a suppressive effect on cell proliferation with moderate synergism, with combination indexes between 0.69 and 0.75 (Figure 1A). The single-compound EC_50_ values for darolutamide and radium-223 were 7.72 µM and 1.03 kBq/mL, respectively.

To evaluate the impact of darolutamide on the genes involved in repairing DNA damage, DDR pathways were studied in LNCaP cells treated with the synthetic androgen R1881 alone or in combination with darolutamide. 

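LNCaP is a human prostate cancer cell line that is sensitive to androgen and secretes PSA. The cells were kept for 48 h in charcoal-stripped serum, which is depleted of steroids, and were then treated for 22 h with R1881 or with R1881 and 2 µM darolutamide. RNA selected with poly-T beads was sequenced from 15 libraries. By the sample labels, 10 libraries were R1881 and 5 were R1881 with darolutamide, and R1881 was used at 1 nM, while the methods of the paper give 5 and 10 libraries and 1 µM. The groups used here follow the labels. The labels also number the libraries, and the numbers form separate runs of 51 to 55 and 71 to 75 for R1881 and of 86 to 90 for the combination, so that no run holds both treatments. The authors aligned the reads to GRCh38 with STAR, counted them per gene with featureCounts and expressed them as counts scaled to library size (CPM). In the deposited table, 100% of the values were whole numbers of reads, within 0.001 reads, divided by 1 factor per library. The libraries held 15830745 to 24316740 reads with R1881 and 21870398 to 25317567 reads with the combination. In limma's trend test on log2(CPM + 0.5), 4098 genes were lower and 3946 were higher with darolutamide at an adjusted p under 0.05. When the recovered reads were scaled by library totals alone, 3030 genes were lower and 5326 were higher. In 2184 genes every combination library lay below every R1881 library and in 1864 genes every one lay above, together 23.4% of the genes, where chance gives 0.0666%.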

A gene set enrichment analysis (GSEA) revealed a prominent downregulation of pathways involved in DNA damage response (Figure 1B–E).

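More genes of the 4 DNA damage response pathways were lower than higher with darolutamide, by small amounts. Of 108 genes in the pathways, listed before the data were examined, 56 were lower, 7 were higher and 45 did not pass limma's test (58 lower and 7 higher when adjusted over the list alone). With reads scaled by library totals alone, 45 were lower and 9 were higher. The share of reads taken by the 20 most abundant genes rose in the same libraries, from 6.59% ± 0.12 (SD, n = 10) to 7.77% ± 0.29 (SD, n = 5), as did that of mitochondrially encoded genes, from 2.78% ± 0.12 to 3.60% ± 0.30, and 5 of 6 fibroblast genes were higher. The median log2 fold change of the 108 genes was -0.16, with a range from -0.81 to 1.64, and 11 genes fell by at least 0.5 on the log2 scale. The lowest was CDC25A, a phosphatase that activates cyclin-dependent kinases, on chromosome 3 of GRCh38 from 48157146 to 48188417. Its expression was 40.7 ± 2.35 CPM (SD, n = 10) with R1881 and 23.1 ± 1.85 CPM (SD, n = 5) with the combination, a log2 fold change of -0.81 (standard error 0.054, adjusted p = 8.66e-10 from limma). FEN1, the flap endonuclease of lagging-strand synthesis and base excision repair, on chromosome 11 from 61792911 to 61797238, went from 76.3 ± 3.67 to 50.5 ± 3.18 CPM (log2 fold change -0.59, standard error 0.044, adjusted p = 4.02e-09 from limma). BARD1, the partner of BRCA1 in homologous recombination, on chromosome 2 from 214725646 to 214809683, rose from 98.2 ± 5.98 to 308 ± 23.8 CPM (log2 fold change 1.64, standard error 0.051, adjusted p = 1.84e-14 from limma). All 4 pathways were lower than other genes by camera with a preset correlation of 0.01. The adjusted p was 4.92e-05 for ATR activation and for DNA strand elongation, 0.0263 for the G2/M DNA damage checkpoint and 0.0144 for the processing of double-strand break ends. With an estimated correlation the adjusted p was 0.268, 0.215, 0.601 and 0.501, respectively, so none of the 4 camera calls held. By fry, which tests only whether a list moves one way on balance, all 4 were lower. The adjusted p from fry was 1.21e-05, 6.48e-06, 0.0302 and 0.00613, respectively.

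**Figure D1:**
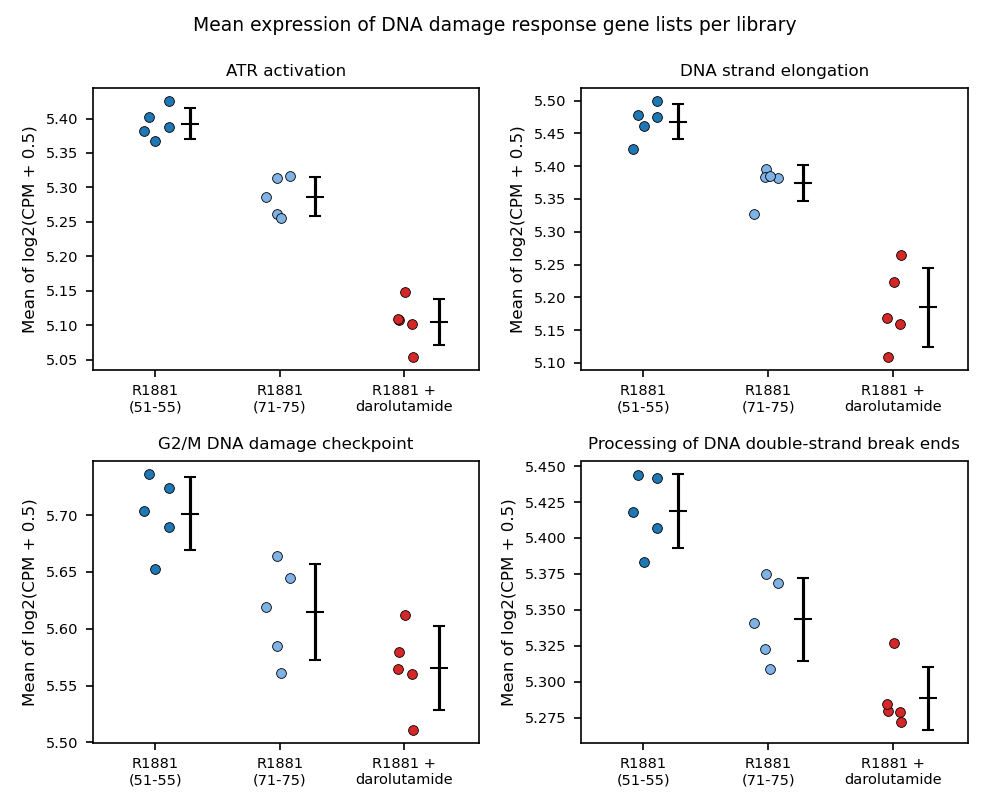
Mean log2(CPM + 0.5) of the genes of each pathway, with 1 point per library and the mean ± SD (n = 5) of each run of library numbers. For ATR activation the R1881 libraries lie between 5.25 and 5.43 and the combination libraries between 5.05 and 5.15, with the R1881 libraries 71 to 75 below those numbered 51 to 55.

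Genes of cell division fell in the same libraries. All 29 genes of a mitosis list were lower (median log2 fold change -0.58, camera adjusted p = 8.99e-12, adjusted p = 0.195 with an estimated correlation), among them AURKA, a kinase of the mitotic spindle (log2 fold change -0.67), and KIF20A, a kinesin of cytokinesis (-0.81). Of 30 G1/S and E2F target genes, 20 were lower and 10 did not pass (median -0.26, camera adjusted p = 4.92e-05, adjusted p = 0.195 with an estimated correlation), with ATAD2 at -1.33 and E2F8 at -0.65. Without the genes of these 2 lists and those named MCM, GINS, ORC, POL, PRIM, RFC or PCNA, 72 genes of the 4 pathways were left, of which 33 were lower and 7 were higher (median log2 fold change -0.12), other replication genes such as LIG1 and DNA2 among them, while 23 of the 36 genes removed were lower (median -0.22). The R1881 libraries themselves differed in these lists by camera with the preset correlation, but not with an estimated one (adjusted p of 0.077 for ATR activation, DNA strand elongation and mitosis, 0.263 for the G2/M DNA damage checkpoint and 0.247 for the processing of double-strand break ends). Between those numbered 71 to 75 and those numbered 51 to 55, the median log2 difference was -0.113 for ATR activation, -0.116 for DNA strand elongation, -0.091 for the G2/M DNA damage checkpoint, -0.082 for the processing of double-strand break ends and -0.268 for mitosis. From the enrichment of these pathways among the genes lower with darolutamide (Figure 1B–E), the paper concludes that pathways of the DNA damage response were downregulated, and in its discussion it proposes that this radiosensitizes the cells to radium-223.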

### 2.2. Darolutamide Potentiates the Antitumor Efficacy of Radium-223 In Vivo

The antitumor efficacy of darolutamide in combination with radium-223 was studied using an intratibial LNCaP xenograft mouse model mimicking the growth of bone metastatic prostate cancer. The mice were treated with vehicle; darolutamide (100 mg/kg, BID, p.o.); radium-223 (330 kBq/kg, Q4Wx2, on days 0 and 28, i.v.); or their combination for 41 days. At the time of randomization, the mean PSA value of mice allocated to the treatment groups was 2.88 ng/mL (range: 0.17–14.2 ng/mL). Darolutamide in combination with radium-223 exhibited a synergistic antitumor efficacy in vivo, as observed by the lower PSA concentrations when compared with vehicle (*p* = 0.005), darolutamide (*p* = 0.002), or radium-223 (*p* = 0.012) monotherapies (Figure 2A). Increasing PSA concentrations in serum were observed in mice treated with vehicle, radium-223, or darolutamide monotherapies, but PSA concentrations in the monotherapy groups remained below the vehicle levels (Figure 2A). In contrast, mice treated with darolutamide in combination with radium-223 prevented the PSA increase throughout the study, as the relative mean PSA change at sacrifice was 102% of the pre-treatment level, indicating inhibitory tumor control by the combination treatment (Figure 2B). This relative mean PSA change was only 16.7% of the corresponding PSA change in the vehicle group. Furthermore, a statistical interaction between the darolutamide and radium-223 treatments was found (*p* = 0.04), confirming the observed synergistic effect.

At sacrifice, mice treated with the combination treatment of darolutamide and radium-223 had lower PSA values (*p* = 0.03) compared with mice treated with the vehicle (Figure 2C). The radium-223 monotherapy and the combination treatment of darolutamide and radium-223 were efficacious in inhibiting tumor-induced abnormal bone growths in tumor-bearing tibiae when compared with vehicle, both throughout the treatment period (Figure 2D) and at sacrifice (Figure 2E,F). Concurrent treatment with darolutamide did not alter the uptake of radium-223 in tumor-bearing mice (Figure 2G). Although a slight decline in relative body weight change was observable at the end of the treatment period in the radium-223 monotherapy and combination treatment groups (Figure 2H), no drastic changes in body weight were observed during the treatment period, demonstrating that the treatments were well tolerated.

### 2.3. Darolutamide in Combination with Radium-223 Inhibits Abnormal Bone Turnover

To assess the impact of darolutamide and radium-223 on bone turnover, we examined the levels of two bone turnover markers in serum: procollagen type I N-terminal propeptide (PINP) and C-terminal telopeptide of type I collagen (CTX-I). These markers are associated with bone formation and bone resorption, respectively. Notably, mice treated with radium-223 monotherapy (28.1% of the pre-treatment level) or a combination of darolutamide and radium-223 (17.0% of the pre-treatment level) displayed a marked reduction in PINP levels compared with vehicle (*p* < 0.001) (Figure 3A). However, all groups showed a decreasing trend in PINP levels (<50% of the pre-treatment level) over the course of the study (Figure 3A). Mice receiving the combination treatment exhibited remarkably lower PINP levels at the end of the study compared with those treated with vehicle (*p* < 0.001) or darolutamide monotherapy (*p* < 0.001) (Figure 3B). As observed over the course of treatment, CTX-I levels in serum were also decreased in mice treated with the combination treatment of darolutamide and radium-223 (Figure 3C), resulting in lower CTX-I levels at sacrifice (Figure 3D) when compared with mice treated with vehicle (*p* = 0.005) or darolutamide monotherapy (*p* = 0.025). All in all, these results indicate that the concurrent use of darolutamide does not interfere with the potential of radium-223 to hinder abnormal bone metabolic activity.

### 2.4. Darolutamide Enhances the Inhibiting Effects of Radium-223 on Tumor-Induced Bone Formation

Next, we studied whether darolutamide in combination with radium-223 affects bone formation, reflecting tumor-induced changes in bone. Using bone histomorphometry, the bone formation, bone remodeling, and cellular characteristics in tumor-bearing tibiae were quantitatively evaluated. The number of disease-driving osteoblasts relative to the tissue area was drastically reduced by both the radium-223 monotherapy and the combination treatment of darolutamide and radium-223 compared to vehicle (Figure 4A,B). A minor decrease in the osteoclast number relative to the tissue area was also observed in the combination group when compared with vehicle (Figure 4C). As one might expect, radium-223 decreased the trabecular bone formation rate in tumor-bearing tibiae both in the absence and presence of darolutamide (Figure 4D). A similar effect was observed on the periosteal bone formation rate with the radium-223 monotherapy but not in combination with darolutamide (Figure 4E). It is worth noting that none of the treatments affected the endocortical bone formation rate (Figure 4F). Mineral apposition rates and mineralizing surfaces in trabecular, periosteal, and endocortical bone were also assessed (Figure S1A–F), and the results are comparable to the respective bone formation rates. Interestingly, both the trabecular bone volume (*p* = 0.011) (Figure 4G) and trabecular thickness (*p* = 0.003) (Figure 4H) were also decreased by the combination treatment of darolutamide and radium-223, while the radium-223 or darolutamide monotherapies did not demonstrate such effects.

## 3. Discussion

Darolutamide has been used for the treatment of mHSPC in combination with androgen-deprivation therapy with or without the addition of docetaxel, and data obtained from a phase 3 clinical trial demonstrate that this therapy regimen significantly improves survival in mHSPC patients [16,17]. While this treatment delays the progression of the disease, the onset of mCRPC is generally inevitable, as tumor cells adapt to low androgen levels [2,3]. At this point, androgen receptor inhibitors and targeted alpha therapy are common treatment options, as they both have been shown to improve overall survival and quality of life and to reduce symptomatic skeletal events in patients with mCRPC [10,18]. While these therapies are usually used as single agents, there is compelling evidence that combination treatment could provide synergistic benefits in the treatment of mCRPC [9,19]. Interestingly, the practice changing results from PEACE III, a clinical trial combining radium-223 and enzalutamide, were recently published, demonstrating that adding six cycles of radium-223 significantly improved radiographic progression-free survival in patients with mCRPC treated with enzalutamide as a first-line therapy [20]. In addition to this, an interim analysis showed a statistically significant overall survival benefit, favoring enzalutamide in combination with radium-223 [20]. This interim analysis includes 80% of events and is to be confirmed via a final overall survival analysis.

In this study, we demonstrated the synergistic antitumor efficacy of darolutamide in combination with radium-223 both in vitro and in vivo. It is hypothesized that this effect results from sensitization to radiation therapy caused by darolutamide-induced AR inhibition. Recent research has shown that radiation therapy in combination with the AR inhibitor enzalutamide decreases the survival of AR-positive LNCaP cells but not of AR-negative PC-3 prostate cancer cells [21]. Additionally, both androgen deprivation therapy and AR inhibitors can suppress DNA damage repair genes, and 32 genes associated with DNA damage repair have been identified to be androgen-regulated in LNCaP cells [8]. Furthermore, a number of in vitro and in vivo prostate cancer models, including LNCaP cell lines expressing wild-type or mutated AR, have shown that radiation therapy upregulates AR signaling in CRPC, leading to radioresistance [22]. Thus, it is probable that a concurrent treatment with darolutamide makes cancer cells more vulnerable to radium-223-induced DNA DSBs.

To support the hypothesis that radiosensitization lies behind the synergistic antiproliferative effects of darolutamide in combination with radium-223, we explored DDR signaling-related pathways in LNCaP cells treated with the synthetic androgen R1881 alone or in combination with darolutamide. 

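Androgen-induced genes were lower with darolutamide in LNCaP cells. All 40 genes of an androgen-induced list were lower (median log2 fold change -1.48, camera adjusted p = 4.09e-38, adjusted p = 4.39e-06 with an estimated correlation). KLK3, which encodes PSA, lies on chromosome 19 of GRCh38 from 50854915 to 50860764 and was 1588 ± 209 CPM with R1881 (SD, n = 10) and 615 ± 55.9 CPM with the combination (SD, n = 5), a log2 fold change of -1.36 (standard error 0.085, adjusted p = 3.26e-10 from limma). FKBP5, a co-chaperone of steroid receptors, had a log2 fold change of -3.30, SORD, the sorbitol dehydrogenase, of -1.56 and CENPN, a centromere protein, of -1.96. For FKBP5, combination replicate 4 lay apart from its group at 133.2 CPM. FOLH1, which encodes PSMA, rose from 740 ± 37.1 to 1245 ± 86.6 CPM, a log2 fold change of 0.75.

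**Figure D2:**
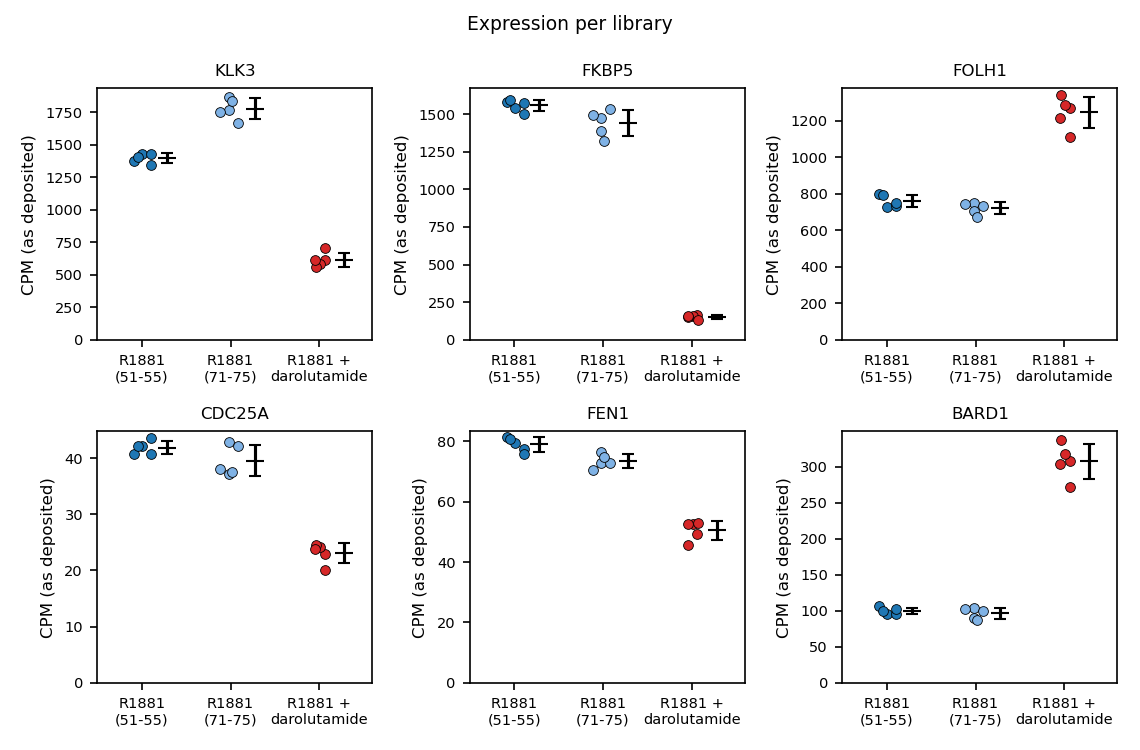
Expression in CPM of KLK3, FKBP5 and FOLH1 and of 3 genes of the DNA damage response, with 1 point per library and the mean ± SD (n = 5) of each run of library numbers. KLK3 lies between 1345 and 1868 CPM in the R1881 libraries, all above the combination libraries, and BARD1 lies between 87.3 and 106 CPM, all below them.

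Of 6 further lists of DNA repair genes, camera called none. By fry, which tests only whether a list moves one way on balance, Fanconi anemia (adjusted p = 0.000421) and base excision repair (adjusted p = 8.81e-05) were lower. The other repair lists did not pass by fry (adjusted p from 0.383 to 0.531). The adjusted p of each list below is from camera. Of 27 genes of homologous recombination, 9 were lower and 3 were higher (median log2 fold change -0.06, adjusted p = 0.482), with RAD54B at -0.62 and BARD1, given above, the highest. Of 16 genes of non-homologous end joining, 3 were lower and 4 were higher (median -0.05 and mean 0.02, adjusted p = 0.954). The lower ones included XRCC6 and XRCC5, the subunits of the Ku complex that binds broken ends, at -0.23 and -0.42. In the Fanconi anemia list, 10 of 22 genes were lower and 2 were higher (median -0.13, adjusted p = 0.106), with UBE2T at -0.42 and FAN1 at 0.22. In base excision repair, 7 of 21 genes were lower and 1 was higher (median -0.07, adjusted p = 0.127), that being NEIL1 at 0.96, with APEX2 at -0.37 among the lower ones. Nucleotide excision repair had 4 lower and 5 higher of 23 genes (median 0.02, adjusted p = 0.653), with DDB1 at -0.35 and XPC at 0.30. Mismatch repair had 3 lower and 1 higher of 8 genes (median -0.09, adjusted p = 0.704), the higher being PMS2 at 0.80.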

Using RNA sequencing, the GSEA demonstrated a prominent darolutamide-induced downregulation in DDR signaling-related pathways. A nearly identical effect has also recently been demonstrated in LNCaP cells in a similar test setup using radium-223 and enzalutamide treatments [9]. Additionally, previous studies combining PSMA-targeted alpha therapies, either thorium-227-HOPO-pelgifatamab (^227^Th-pelgi) or actium-225-macropa-pelgifatamab (^225^Ac-pelgi), and darolutamide have shown enhanced antitumor efficacy in preclinical prostate cancer models, which is consistent with the darolutamide-induced suppression of DDR signaling [7,23]. Taken together, these results suggest that the synergistic effects of darolutamide in combination with radium-223 arise from the radiosensitization of cancer cells by the darolutamide-induced downregulation of DDR pathways.

In the intratibial LNCaP xenograft model, the effects of the combination of darolutamide and radium-223 were prominent, along with decreases in both serum PSA levels and areas of tumor-induced abnormal bone, while radium-223 or darolutamide alone did not reduce serum PSA levels. We previously demonstrated that radium-223 at a similar dose as in this study had limited antitumor efficacy on PSA in the intratibial LNCaP model [24]. However, here, only a statistically non-significant decreasing trend was observed, highlighting the synergistic effect of darolutamide on radium-223 treatment. In another previous preclinical study with the intratibial LNCaP model, radium-223 in combination with abiraterone and prednisone did not exhibit additive/synergistic antitumor effects [25]. The lack of efficacy might be caused by an abiraterone/prednisone-mediated reduction in radium-223 uptake to abnormal bone. However, in the present study, darolutamide was demonstrated to have no effect on radium-223 uptake.

Both darolutamide in combination with radium-223 as well as radium-223 treatment alone showed a significant impact on bone turnover, as indicated by decreased levels of the bone formation marker PINP and the bone resorption marker CTX-I. Decreased levels of bone turnover markers, including PINP, have been demonstrated to be associated with improved outcomes in mCRPC patients in a phase 2 trial [26]. This result is also in line with previous research, which has shown that radium-223 decreases PINP levels in serum, reflecting the inhibition of pathological bone changes in the LNCaP model [24]. As a monotherapy, darolutamide did not have any effect on PINP or CTX-I levels. It should be noted, however, that both treatment-induced and cancer-induced changes in bone turnover are reflected by these bone markers. Moreover, during treatment, the mice were at an age where their normal bone growth slows down, which can also affect bone marker levels as well as the interpretation of these results.

The reduction in tumor-induced abnormal bone growth was confirmed by dynamic bone histomorphometry, which revealed that darolutamide in combination with radium-223 decreased the trabecular bone formation rate. A similar effect on the periosteal bone formation rate was also observed with the radium-223 monotherapy; however, none of the treatments affected the endocortical bone formation rate. No major bone microarchitecture-compromising effects were observed, but it remains unknown whether the decreases in bone formation contribute to a risk of non-pathologic fractures. Nevertheless, recent studies do suggest that radium-223 treatment does not increase the risk of fractures to any significant extent when it is administered in combination with either enzalutamide [27,28], denosumab, or zoledronic acid [29]. In addition to the reduced bone formation, we also observed a decrease in the number of osteoblasts as well as a minor decrease in the number of osteoclasts in tumor-bearing tibiae following treatment with darolutamide in combination with radium-223. Interestingly, such a decrease in osteoclast number was not observed with enzalutamide in a previous study when the second dose of radium-223 was given just one day before sacrifice [9]. However, in this study, radium-223 was administered 13 days before sacrifice, and this different schedule is likely to explain this observation.

In conclusion, this study demonstrated the enhanced antitumor efficacy of darolutamide in combination with radium-223 in vitro and in an in vivo xenograft model mimicking prostate cancer metastasized to bone. The combination treatment also reduced pathological tumor-induced effects in bone by decreasing the number of osteoblasts and osteoclasts and reducing abnormal bone formation in tumor-bearing bone. Importantly, a concurrent administration of darolutamide did not affect the uptake of radium-223 into bone tissue, which possibly explains the synergistic effects of the combination treatment. These results support the investigation of darolutamide in combination with radium-223 for the treatment of patients with CRPC metastasized to bone.

## 4. Materials and Methods

### 4.1. Cell Viability Assay

The cell viability of androgen-sensitive LNCaP human prostate cancer cells was measured using a CellTiter-Glo^®^ assay (Promega, Madison, WI, USA) after 6 days of exposure to darolutamide and radium-223. Isobolograms and combination indexes were calculated as described by Chou-Talalay [30], with a combination index of <0.8 defined as a synergistic effect. EC_50_, EC_70_, and EC_90_ values were computed for every individual combination data point. Isobolograms were generated, and the results were subsequently confirmed in a follow-up experiment. Additional information regarding the assay protocol is described in the Supplementary Methods.

### 4.2. RNA Sequencing and Gene Set Enrichment Analysis

First, LNCaP cells were grown for 48 h in a medium supplemented with 10% charcoal-stripped fetal bovine serum (FBS). The cells were treated with the synthetic androgen R1881 and darolutamide at final concentrations of 1 µM and 2 µM, respectively, and collected 22 h after treatment. Subsequently, the cells were lysed, and RNA extraction was performed using RNeasy columns (Qiagen, Hilden, Germany) with on-column DNA digestion, following the manufacturer’s instructions. RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA), and samples with RNA Integrity Number (RIN) values exceeding eight underwent further processing. Following mRNA purification with poly-T beads, RNA library preparation was carried out according to the manufacturer’s instructions (TruSeq Stranded mRNA Kit; Illumina, San Diego, CA, USA).

Biological replicates (5 for R1881 treatment and 10 for the combination of R1881 and darolutamide) were subsequently subjected to sequencing on a HiSeq 2500 instrument (Illumina) utilizing 50 single-end base-pair reads, with an average sequencing depth of 21 million reads per sample. FASTQ reads were aligned to the human genome GRCh38 using the STAR aligner and quantified using featureCounts from the Subread package [31]. Within each treatment group, the gene expression was summarized as the median count per million (CPM) values. The gene set enrichment analysis (GSEA) [32] focused on Reactome pathways [33] from the Molecular Signatures Database, version 2022.1 [34], including pathways with a gene count ranging from 15 to 500, and was conducted using the Fast Gene Set Enrichment (fgsea) package, version 1.22.0 [35], comparing the ratio of median CPM values between R1881 treatment and the combination treatment of R1881 and darolutamide. Pathways were considered differentially regulated if their adjusted p-values were less than 0.05. The sequencing data were uploaded to the Gene Expression Omnibus (GEO) database and are publicly available (accession number: GSE280187).

### 4.3. Intratibial LNCaP Xenograft Model

Androgen-sensitive LNCaP cells, which secrete prostate-specific antigen (PSA) [36], were inoculated (2 × 10^6^ cells in 20 µL PBS) into the bone marrow cavity of the right proximal tibia of 5–6-week-old male NOD.scid mice (NOD.CB17/Prkdcscid/scid/Rj, Janvier Laboratories, France), eventually forming mixed osteoblastic/osteolytic lesions typical of patients with bone metastatic prostate cancer [24]. Approximately six weeks after inoculation, mice were stratified to treatment groups using serum PSA and radiographic bone scoring (*n* = 7–9/group).

Mice were treated with either vehicle; darolutamide (100 mg/kg, twice daily (BID) with a 6-h interval, p.o.); radium-223 (330 kBq/kg, every four weeks with two doses (Q4Wx2), i.v.); or a combination of darolutamide (100 mg/kg, BID, p.o.) and radium-223 (330 kBq/kg, Q4Wx2, i.v.) for 41 days (Figure 5). The vehicles for darolutamide or radium-223 were solutions containing 50% PEG400, 30% propylene glycol, and 20% glucose (5% solution) at pH 7.5–8 or 28 mmol/L sodium citrate, respectively. Animal experiments were approved by the Animal Experiment Board in Finland (license number: ESAVI-8061/2020), and all experiments were conducted according to the guidelines of the European Union directive 2010/63/EU. Additional procedures are described in the Supplementary Methods.

### 4.4. Serum PSA and Bone Turnover Markers

Blood samples (100–200 μL) were collected from the saphenous vein after six hours of fasting one day before randomization and every other week after the initiation of treatments. At sacrifice, blood samples were obtained through a cardiac puncture. The samples were collected into Microvette 200 Z-Gel tubes (Sarstedt Ag & Co., Nümbrecht, Germany) and were gently inverted. The blood was allowed to clot at room temperature for 30–60 min, followed by centrifugation at 10,000× *g* at room temperature for 5 min. The serum samples were stored at −80 °C. Levels of serum PSA, the bone formation marker PINP, and the bone resorption marker CTX-I were measured at four time points: two days before treatment initiation and on days 13, 27, and 41 after treatment initiation. The markers were analyzed using a Human Kallikrein 3/PSA Quantikine^®^ enzyme-linked immunosorbent assay (ELISA) kit (R&D Systems, Minneapolis, MN, USA) and Rat/Mouse PINP and RatLaps™ CTX-I ELISA kits (both from IDS Ltd., Boldon, UK). These kits utilize quantitative sandwich or competitive ELISA techniques with peroxidase-linked antibodies specific to human PSA, PINP, or CTX-I and chromogenic (tetramethylbenzidine) color detection. Measurements were performed according to the manufacturers’ instructions. Serum samples for PSA, PINP, and CTX-I measurements were added to pre-coated microplates. Equivalent volumes of assay standards and controls were used. For quantification, absorbance was measured at 450 nm using a VICTOR2 Multilabel Counter (PerkinElmer, Waltham, MA, USA).

### 4.5. Radiography of Tumor-Bearing Tibiae

Tumor-bearing tibiae were imaged using a Faxitron Specimen Radiographic System (MX-20 D12) (Faxitron Corp., Wheeling, IL, USA) and the Faxitron Dicom software, version 3.0. The tumor-induced abnormal bone area was determined from the radiography (X-ray) images using the MetaMorph image analysis software, version 7.8.0.0 (Molecular Devices LLC, Sunnyvale, CA, USA).

### 4.6. Ex Vivo Analyses

At sacrifice, hind limbs were collected, and bone formation and cellular characteristics were analyzed by bone histomorphometry using an OsteoMeasure7 histomorphometry system (OsteoMetrics, Atlanta, GA, USA). The bone histomorphometry parameters are listed in Table S1. To evaluate radium-223 uptake in bone, the radioactivity of tumor-bearing and non-tumor-bearing tibiae was measured using an automatic gamma counter (Hidex, Turku, Finland). Tumor-bearing tibia histology sections were stained with H&E and analyzed using a Pannoramic 1000 slide scanner (3DHISTECH Ltd., Budapest, Hungary). The methods are described in detail in the Supplementary Methods.

### 4.7. Statistical Analyses

Statistical analyses were performed using the R statistical software, version 4.2.2 [37]. Longitudinal PSA, PINP, and CTX-I data were log-transformed and analyzed using mixed models and model contrasts. For PSA data, the values at the end of the study were analyzed relative to the baseline using ANOVA, and pairwise comparisons were conducted using ANOVA contrasts. The endpoint data for PINP and CTX-I and the histomorphometry data were analyzed using ANOVA followed by contrasts or a Kruskal–Wallis test followed by Dunn’s test. For the ex vivo radiography analysis, the data were analyzed using ANOVA after square root transformation. A Kruskal–Wallis test and pairwise comparisons using Dunn’s test were applied for histology analyses. The radium-223 uptake data were analyzed using Welch’s *t*-test. For each parameter, outliers were identified based on a simple robust estimation of the mean (using median) and standard deviation (using the scaled median absolute deviation) [38]. Values further than three standard deviations away from the mean were considered as outliers and removed from the data. All statistical tests used were two-sided. The obtained p-values were adjusted for all analyses.

## Figures and Tables

**Figure 1:**
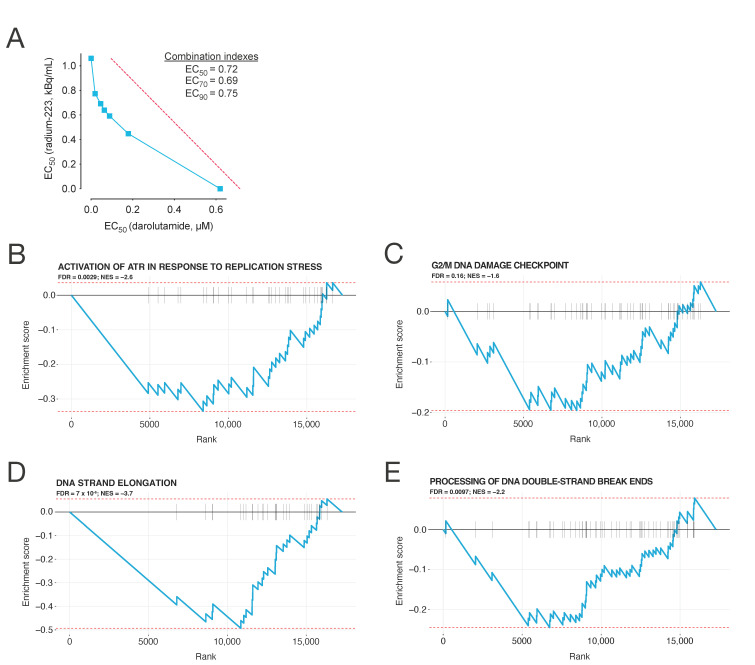
Darolutamide sensitizes LNCaP cells to radium-223 treatment in vitro. (**A**) Isobologram showing the combination effects of darolutamide and radium-223 on the cell viability of LNCaP prostate cancer cells. Combination indexes were calculated for the combination treatment of darolutamide and radium-223, with 0.70–0.85 defined as moderate synergism and 0.3–0.7 defined as synergism. Enrichment plots for the Reactome pathways: (**B**) activation of ATR in response to replication stress, (**C**) G2/M DNA damage checkpoint, (**D**) DNA strand elongation, and (**E**) processing of DNA double-strand break ends. Effect size and statistical significance are indicated by the normalized enrichment score (NES) and false discovery rate (FDR).

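Each of the 4 pathways in the enrichment plots was ranked lower with darolutamide when the genes were ordered by the ratio of median CPM, the combination divided by R1881. The normalized enrichment score (NES) from fgsea over 17270 genes was -2.47 for ATR activation (adjusted p = 0.000476), -3.50 for DNA strand elongation (adjusted p = 2.34e-07), -1.72 for the G2/M DNA damage checkpoint (adjusted p = 0.0433) and -2.03 for the processing of double-strand break ends (adjusted p = 0.00921). The p-values were adjusted over 27 lists, whose members were written from general knowledge of the pathways because the Reactome sets were not at hand. In ATR activation, 22 of 37 genes were lower and 15 did not pass limma's test. They included CDK2, the kinase of S-phase entry, at 97.4 ± 4.08 CPM with R1881 (SD, n = 10) and 68.6 ± 2.34 CPM with the combination (SD, n = 5), and CDC6, which loads the replicative helicase, with a log2 fold change of -0.55. ORC4, a subunit of the origin recognition complex, had a log2 fold change of 0.11 (adjusted p = 0.0881). In DNA strand elongation, 19 of 32 genes were lower and 13 did not pass. GINS2 and CDC45, both parts of the replicative helicase, had log2 fold changes of -0.39 and -0.50. For CDC45, combination replicate 1 lay apart from the other libraries of its group at 14.2 CPM. RPA2, a single-strand binding protein, had a log2 fold change of 0.02 (adjusted p = 0.736), which was -0.03 against the R1881 libraries 51 to 55 only. In the G2/M DNA damage checkpoint, 27 of 62 genes were lower, 7 were higher and 28 did not pass. YWHAQ, a 14-3-3 adaptor protein, fell from 621 ± 37.1 to 424 ± 22.0 CPM. UBE2N, a ubiquitin-conjugating enzyme of damage signalling, had a log2 fold change of -0.46, with combination replicate 4 apart from its group at 124.7 CPM. In the processing of double-strand break ends, 25 of 61 genes were lower, 5 were higher and 31 did not pass. With the logarithm of the same ratio, which leaves the order of the genes unchanged but not their weights, the adjusted p was 0.389 for the G2/M DNA damage checkpoint and 0.324 for the processing of double-strand break ends, and against the R1881 libraries 71 to 75 only it was 0.237 and 0.0713, while against 51 to 55 only it was 0.000491 and 3.7e-05. In the trimmed lists, without mitosis and E2F genes and the replication genes of those names, it was 0.258, 0.052 and, for DNA strand elongation, 0.258, while ATR activation kept its call (NES -1.87, adjusted p = 0.0311). By fry, the unadjusted p of the trimmed lists was 2.63e-06 for ATR activation and 8.57e-06 for DNA strand elongation. It was 0.0849 for the G2/M DNA damage checkpoint and 0.00665 for the processing of double-strand break ends. The median log2 fold change went from -0.2065 to -0.2217 in the 18 genes left for ATR activation, from -0.2166 to -0.2883 in the 7 left for DNA strand elongation, from -0.1104 to -0.1033 in the 55 left for the G2/M DNA damage checkpoint and from -0.111 to -0.1075 in the 56 left for the processing of double-strand break ends. Leaving out R1881 replicate 4 or 7 or combination replicate 4 or 5 gave 0.0664, 0.111, 0.102 and 0.065 for the G2/M DNA damage checkpoint.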

**Figure 2:**
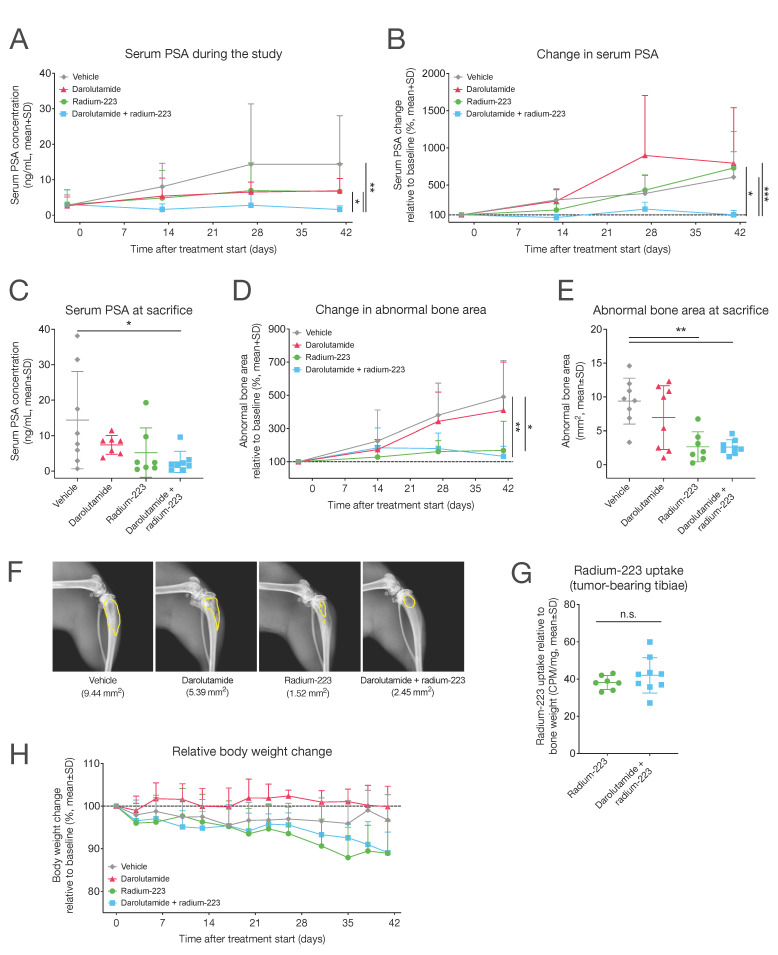
Darolutamide potentiates the antitumor efficacy of radium-223 in vivo. Blood samples were collected from the saphenous vein of mice (*n* = 7–9/group) 2 days prior to and 13, 27, and 41 days after the initiation of treatment. The mice were treated with vehicle; darolutamide (100 mg/kg, BID, p.o.); radium-223 (330 kBq/kg, Q4Wx2, i.v.); or a combination of darolutamide and radium-223 and were sacrificed on day 41 after the start of treatment, except for one mouse in the radium-223 monotherapy group and two mice in the radium-223 and darolutamide combination group, which were sacrificed on day 38. (**A**) Absolute and (**B**) relative serum PSA change during the study and (**C**) absolute PSA concentrations at sacrifice. Total area of abnormal bone measured by radiography, presented as (**D**) relative abnormal bone area change during the study and (**E**) absolute values at sacrifice. (**F**) Representative ex vivo X-ray images of tumor-bearing tibiae. Areas of abnormal bone growth are marked with yellow outlines, and the values indicate the area of abnormal bone measured within these outlines. (**G**) Radium-223 uptake in bone, determined by measuring radioactivity in tumor-bearing tibiae. The results are expressed as counts per minute (CPM) normalized to the bone sample weight. (**H**) Body weights of mice recorded two times a week during the treatment period and presented relative to the pre-treatment baseline. Plots describe mean and standard deviation (SD). Statistical analyses were performed using mixed models and model contrasts (**A**,**B**,**D**,**H**), ANOVA followed by contrasts (**C**,**E**), or Welch’s *t*-test (**G**): *, *p <* 0.05; **, *p <* 0.01; ***, *p <* 0.001; n.s., non-significant.

**Figure 3:**
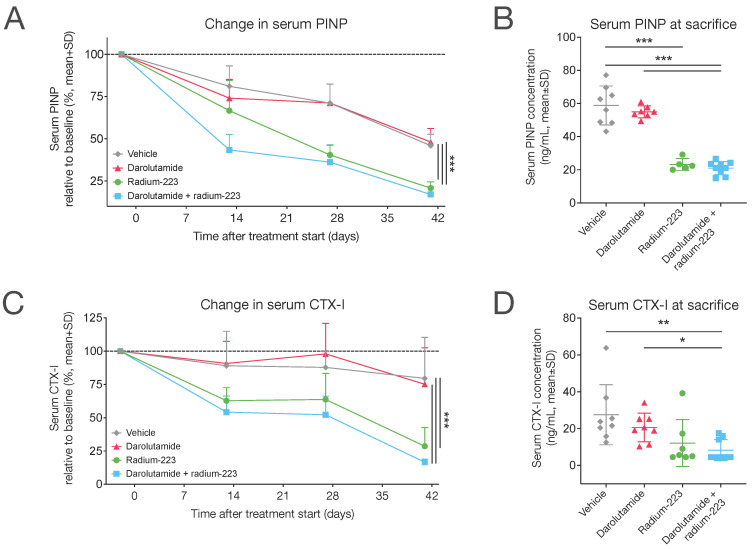
Darolutamide in combination with radium-223 inhibits abnormal bone turnover. The levels of the bone formation marker (**A**,**B**) PINP and bone resorption marker (**C**,**D**) CTX-I were measured in blood samples collected from the saphenous vein of mice (*n* = 7–9/group) 2 days prior to and 13, 27, and 41 days after the initiation of treatment. The mice were treated with vehicle; darolutamide (100 mg/kg, BID, p.o.); radium-223 (330 kBq/kg, Q4Wx2, i.v.); or a combination of darolutamide and radium-223 and were sacrificed on day 41 after the start of treatment, except for one mouse in the radium-223 monotherapy group, which was sacrificed on day 38. Plots describe mean and standard deviation (SD). Statistical analyses were performed using mixed models and model contrasts (**A**,**C**), ANOVA followed by contrasts (**B**), or a Kruskal–Wallis test followed by Dunn’s pairwise comparison test (**D**): *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001.

**Figure 4:**
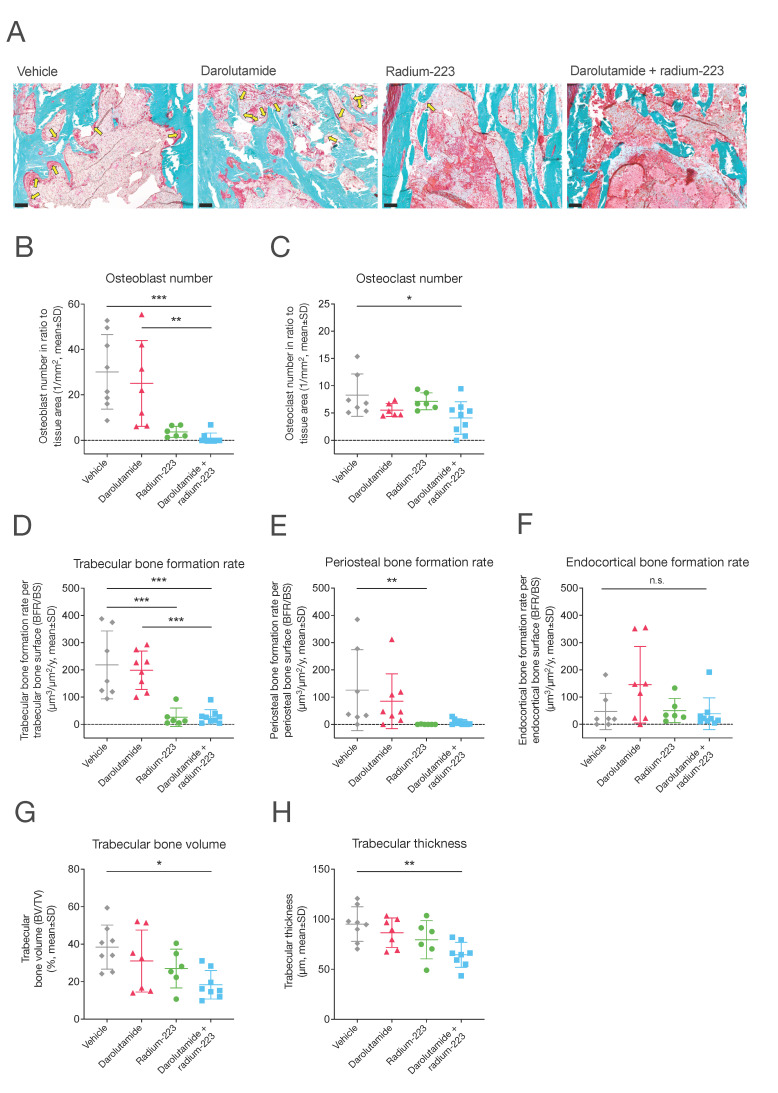
Darolutamide enhances the inhibiting effects of radium-223 on tumor-induced bone formation. The mice (*n* = 6–9/group) were treated with vehicle; darolutamide (100 mg/kg, BID, p.o.); radium-223 (330 kBq/kg, Q4Wx2, i.v.); or a combination of darolutamide and radium-223 and were sacrificed on day 41 (after the start of treatment), except for one mouse in the radium-223 monotherapy group and two mice in the radium-223 and darolutamide combination group, which were sacrificed on day 38. The bones were labeled with calcein green and alizarin red in vivo to measure the dynamic histomorphometry parameters. (**A**) Representative images (10×) of osteoblast clusters (indicated with yellow arrows) in tumor-bearing tibiae in all treatment groups, visualized by Masson–Goldner trichrome staining. Scale bar length: 100 μm. The number of (**B**) osteoblasts and (**C**) osteoclasts on the trabecular bone surface relative to the tissue area in tumor-bearing tibiae. Bone formation rate is described as (**D**) trabecular, (**E**) periosteal, and (**F**) endocortical bone formation rate per trabecular, periosteal, and endocortical bone surface (BFR/BS) in tumor-bearing tibiae, respectively. (**G**) Trabecular bone volume (percent bone volume, BV/TV) and (**H**) trabecular thickness in tumor-bearing tibiae. Plots describe mean and standard deviation (SD). Statistical analyses were performed using ANOVA followed by contrasts (**B**–**D**,**G**,**H**) or a Kruskal–Wallis test followed by Dunn’s pairwise comparison test (**E**,**F**): *, *p <* 0.05; **, *p <* 0.01; ***, *p <* 0.001; n.s., non-significant.

**Figure 5:**
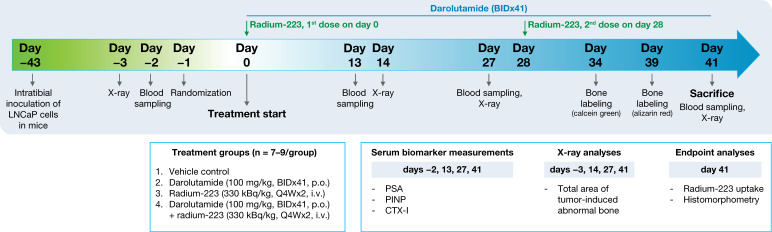
Timeline of the intratibial LNCaP model. Six weeks after inoculation, the mice were stratified to treatment groups and treated with vehicle; darolutamide (100 mg/kg, BIDx41, p.o.); radium-223 (330 kBq/kg, Q4Wx2, i.v., on days 0 and 28); or a combination of darolutamide and radium-223 for 41 days.

## Data Availability

The data presented in this study are openly available in the Gene Expression Omnibus database (accession number: GSE280187) and in the article and in its online Supplementary Materials.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms252413672/s1, References [39,40,41] are cited in the Supplementary Materials.

# Supplementary material for: Darolutamide in Combination with Radium-223 Exhibits Synergistic Antitumor Efficacy in LNCaP Prostate Cancer Models
**Source:** Int J Mol Sci. 2024 Dec 21;25(24):13672. doi: 10.3390/ijms252413672
**Supplement:** Supplementary file 1

# **SUPPLEMENTARY MATERIALS**

## **Darolutamide in combination with radium-223 exhibits synergistic antitumor efficacy in LNCaP prostate cancer models**

Urs B. Hagemann <sup>1</sup>, Christoph A. Schatz <sup>1</sup>, Mari I. Suominen <sup>2</sup>, Andreas Schlicker <sup>1</sup>,  
Matias Knuuttila <sup>3</sup>, Timothy Wilson <sup>3</sup>, Esa Alhoniemi <sup>4</sup>, Sanna-Maria Kähkönen <sup>3,5</sup>,  
Bernard Haendler <sup>1</sup>, Arne Scholz <sup>1</sup>

<sup>1</sup>Bayer AG, Research & Development, Pharmaceuticals, Berlin, Germany

<sup>4</sup>Inoi Oy, Turku, Finland

## SUPPLEMENTARY METHODS

### ***In vitro* cell viability assay**

LNCaP cells were cultured in standard cell culture conditions (+37°C, 5% CO<sub>2</sub>) and seeded with a density of 1000 cells/well onto CulturPlate-384 well plates (#6007689, PerkinElmer, Waltham, MA, USA) in assay medium consisting of RPMI-1640 phenol-red free medium (FG 1215, Biochrom, Cambridge, UK) and 10% charcoal-stripped fetal bovine serum (cFBS). Next day, after adding fresh assay medium containing 0.3 nM R1881, darolutamide (0.04-20 µM) or radium-223 (0.04-20kBq/mL) were added to the 384-well plates using the D300e digital dispenser (Tecan, Männedorf, Switzerland). The cells were incubated for 6 days before the cell viability was determined using CellTiter-Glo® (CTG) assay (#G7573, Promega, Madison, WI, USA) by adding 30 µL of CTG reagent directly to the cells. The plates were put on a shaker (400 rpm) for 2 minutes and incubated for 8 minutes at RT. Luminescence was measured using a PHERAstar® FSX plate reader (BMG LABTECH, Ortenberg, Germany).

### **Compounds**

For *in vivo* studies, darolutamide (Orion Corporation, Espoo, Finland) was dissolved in 50% PEG400, 30% propyleneglycol and 20% glucose (5% solution) pH 7.5-8, to reach a final concentration of 20 mg/mL. Radium-223 dichloride (radium-223) was synthesized at Bayer AG. For *in vivo* studies, radium-223 diluted with 28 mmol/L sodium citrate to form a solution with a radium-223 concentration of 66 kBq/mL

### **Cell culture for *in vivo* studies**

LNCaP cells human prostate cancer cells (CRL-1740™, ATCC) were cultured in standard cell culture conditions and authenticated using short tandem repeat analysis (GenePrint10 system, Promega, Madison, WI, USA) at the Institute for Molecular Medicine Finland (FIMM, Helsinki, Finland) in June 2014. The cells were tested negative for mycoplasma using an IDEXX PCR test and murine pathogens by IDEXX Laboratories Inc (Ludwigsburg, Germany). The viability of cells was tested before and after the inoculations.

### **Intratibial LNCaP model**

Male non-obese diabetic (NOD) mice (25 g at the beginning of the study) with severe combined immunodeficiency (scid) (NOD.scid; NOD.CB17/*Prkdc*<sup>scid/scid</sup>/Rj, Janvier Laboratories, France) were earmarked, housed in individually ventilated cages (IVC), fed an irradiated soy free diet (Teklad Global Diets 2916, Envigo, Madison, WI, USA) and autoclaved tap water *ad libitum*. The minimum quarantine and acclimatization period for the mice was 5 days. For intratibial inoculations and imaging, the mice were anesthetized with inhalation of isoflurane (IsoFlo vet 100%, Zoetis Finland Oy, Helsinki, Finland). Analgesia was provided with buprenorphine (Temgesic 0.3 mg/mL, Indivior Europe Ltd, Dublin, Ireland): 0.1 mg/kg, subcutaneously (s.c.) before and 0.02 mg/mL in drinking water for 2 days after the intratibial inoculation. All inoculations were done using two separate cell batches in one day and the sufficient viability of the cells was confirmed before inoculation. The animals were weighed twice a week and observed daily to monitor the progression of disease. Appearance of any clinical signs were recorded on follow-up forms. First PSA measurements were performed six weeks after the inoculation. At the end of the study, the mice were sacrificed by CO<sub>2</sub> followed by cervical dislocation. At necropsy, all macroscopic findings were recorded. The bones were collected into separate liquid scintillation vials with 10% neutral buffered formalin (NBF), and changed to 70% ethanol on the following day.

### **Bone labeling and histomorphometry**

For measuring dynamic bone histomorphometry parameters, bone was labeled by an injection of fluorescence dye twice during the treatment period of the study. Solid calcein green (#C0875; Sigma-Aldrich, St. Louis, MO, USA) and solid alizarin red (#A3882; Sigma-Aldrich) and were dissolved in 0.9% NaCl and 2% sodium bicarbonate, respectively. Subsequently, the dosing solutions containing 2 mg/mL of calcein green and 3 mg/mL of alizarin red were sterile-filtered. Bone labeling was performed with calcein green (10 mg/kg, s.c.) seven days before sacrifice and with alizarin red (30 mg/kg, s.c.) two days before sacrifice.

Static and dynamic bone histomorphometry parameters were analyzed using an OsteoMeasure7 histomorphometry system (OsteoMetrics, Atlanta, GA, USA) in axial skeleton [1, 2]. Bone samples were dehydrated in ethanol, defatted in xylene, and embedded in methyl methacrylate-based plastic. After the embedding, longitudinal

sections were obtained from a standardized site of proximal tibia using a fully motorized rotary microtome and a tungsten-carbide knife. Static trabecular bone parameters were determined in two 4- $\mu$ m-thick sections stained in Masson-Goldner's trichrome and dynamic trabecular bone parameters in two unstained 8- $\mu$ m-thick sections. Cross-sectional cylinders were prepared from a standardized site of tibial shaft in a transverse plane using a linear precision saw and a diamond blade. Both static and dynamic cortical bone parameters were determined in an unstained 200- $\mu$ m-thick cylinder. All parameters were analyzed following the guidelines of the American Society for Bone and Mineral Research (ASBMR) [3], including the reported parameters summarized in **Table S1**.

### Histology

Tumor-bearing tibiae were cut from the diaphysis to save bone samples for cortical histomorphometry. The proximal end of the tibia was processed to plastic. Longitudinal 4- $\mu$ m sections were obtained and stained with Masson–Goldner trichrome like previously described for histomorphometry. The slides were scanned using a Pannoramic 1000 slide scanner (3DHISTECH Ltd, Budapest, Hungary) and analyzed using Caseviewer software (3DHISTECH Ltd).

### SUPPLEMENTARY REFERENCES

1. Dempster, D. W., Histomorphometric analysis of bone remodeling. In *Principles of bone biology*, John P. Bilezikian, L. G. R., T. John Martin, Ed. Academic Press, San Diego: San Diego, CA, USA, **2008**; pp 447-463.
2. Erben, R. G.; Glosmann, M., Histomorphometry in rodents. *Methods Mol Biol* **2012**, 816, 279-303.
3. Dempster, D. W.; Compston, J. E.; Drezner, M. K.; Glorieux, F. H.; Kanis, J. A.; Malluche, H.; Meunier, P. J.; Ott, S. M.; Recker, R. R.; Parfitt, A. M., Standardized nomenclature, symbols, and units for bone histomorphometry: a 2012 update of the report of the ASBMR Histomorphometry Nomenclature Committee. *J Bone Miner Res* **2013**, 28, (1), 2-17.

## SUPPLEMENTARY TABLES AND FIGURES

**Table S1: Dynamic and static bone histomorphometry parameters measured in tumor-bearing tibiae**

| Method  | Parameter                                          | Standard unit                                        |
|---------|----------------------------------------------------|------------------------------------------------------|
| Dynamic | Trabecular bone formation rate per bone surface    | BFR/BS<br>( $\mu\text{m}^3/\mu\text{m}^2/\text{y}$ ) |
|         | Periosteal bone formation rate per bone surface    | BFR/BS<br>( $\mu\text{m}^3/\mu\text{m}^2/\text{y}$ ) |
|         | Endocortical bone formation rate per bone surface  | BFR/BS<br>( $\mu\text{m}^3/\mu\text{m}^2/\text{y}$ ) |
|         | Trabecular mineralizing surface per bone surface   | MS/BS (%)                                            |
|         | Periosteal mineralizing surface per bone surface   | MS/BS (%)                                            |
|         | Endocortical mineralizing surface per bone surface | MS/BS (%)                                            |
|         | Trabecular mineral apposition rate                 | MAR ( $\mu\text{m}/\text{d}$ )                       |
|         | Periosteal mineral apposition rate                 | MAR ( $\mu\text{m}/\text{d}$ )                       |
|         | Endocortical mineral apposition rate               | MAR ( $\mu\text{m}/\text{d}$ )                       |
| Static  | Trabecular bone volume                             | BV/TV (%)                                            |
|         | Trabecular thickness                               | Tb.Th ( $\mu\text{m}$ )                              |
|         | Osteoblast number in ratio to tissue area          | N.Ob/T.Ar ( $\text{mm}^{-1}$ )                       |
|         | Osteoclast number in ratio to bone perimeter       | N.Oc/T.Ar ( $\text{mm}^{-1}$ )                       |

BFR, bone formation rate; BS, bone surface; BV, bone volume; MAR, mineral apposition rate; MS, mineralizing surface; N.Ob, osteoblast number; N.Oc, osteoclast number; T.Ar, tissue area; Tb.Th, trabecular thickness; TV, tissue volume

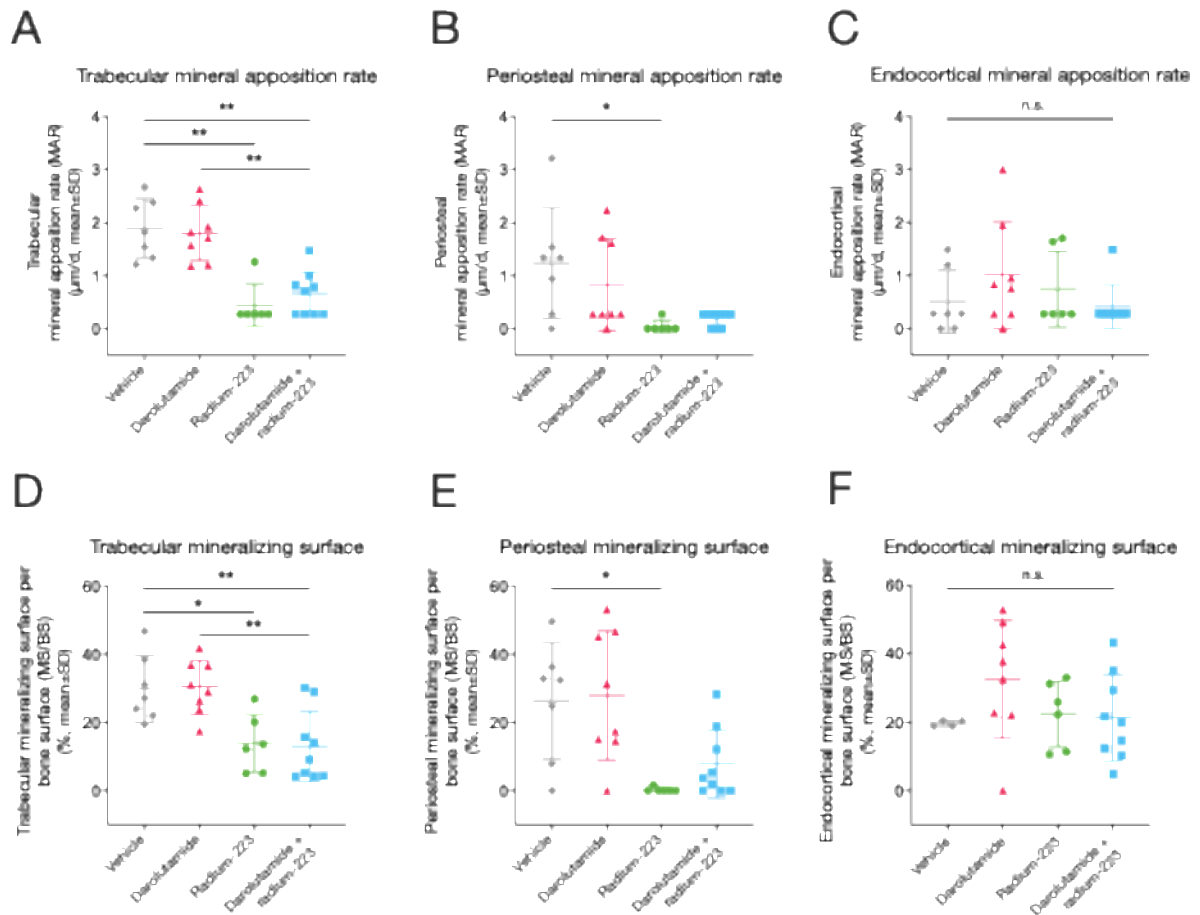

**Figure S1: Dynamic bone histomorphometry parameters in tumor-bearing tibiae.** (A) Trabecular, (B) periosteal and (C) endocortical mineral apposition rate, and (D) trabecular, (E) periosteal and (F) endocortical mineralizing surface per trabecular, periosteal and endocortical bone surface (MS/BS), respectively, were measured in tumor-bearing tibiae by dynamic histomorphometry. Values describe mean and standard deviation (SD). Statistical analyses were performed using a Kruskal–Wallis test followed by Dunn’s pairwise comparison test (A–D, F) or ANOVA followed by contrasts (E): \*, p<0.05; \*\*, p<0.01; n.s., non-significant.

How the deposited data were processed for this re-analysis (not part of the article)

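RNA sequencing of LNCaP cells treated with R1881 (10 libraries by the sample labels) or with R1881 and darolutamide (5 libraries) was analysed from the deposited table of expression values. The paper calls the libraries biological replicates and its methods give the group sizes the other way round. The numbers of the replicates were not taken as pairs, since the deviations of libraries of the same number correlated by -0.139 to 0.335 and only 1 of 5 combination libraries was closest to its own number. The authors aligned 50-base single-end reads to GRCh38 with STAR, counted them with featureCounts and expressed them as CPM. The text of the paper does not name the versions of these 2 tools, the gene annotation, any scaling beyond CPM or the filter on genes. The deposited values are a scaled signal per gene, neither raw counts nor plain CPM of the genes listed: each library was a set of whole reads divided by 1 factor, and the columns summed to 1005403 to 1078567 in place of 1 common total. Whole reads were recovered by dividing each library by its value for 1 read (tolerance 0.001 reads), which gave 22177686 reads per library on average.

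The test planned for counts was edgeR, with limma's trend test on log2(CPM + pseudocount) planned for scaled values. The values were scaled, so limma (version 3.58.1) was used on all 17272 genes without a filter and with Benjamini-Hochberg adjusted p under 0.05. Among the planned pseudocounts of 0.1, 0.5 and 1, the choice of 0.5 for the reported values was made after the table had been seen. An effect of the combination's own run could not be fitted together with the treatment, since no run holds both treatments. The difference between the 2 runs of R1881 libraries could be. The p-values measure the spread between these libraries. At 15830745 to 25317567 reads per library, the test was checked on simulated data with the depth and spread of these libraries: limma recovered 74 of 100 genes changed by 0.5 on the log2 scale and 92 of 100 changed by 1, with 14 false calls among 17032 unchanged genes, and edgeR recovered 75 and 92 with 14 false calls.

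Before the data were examined, 31 lists of genes were written from general knowledge: the 4 pathways of Figure 1B–E, 6 further repair pathways, and lists for androgen response, cell division, metabolism, stress and other cell types. Names were matched to the table by symbol and by GENCODE version 44, and 2 older symbols (MRE11A and GARS) were matched by hand after the table had been seen. Lists with at least 5 genes in the table, 27 in all, were tested with camera (inter-gene correlation preset at 0.01), with camera using an estimated correlation, and with fry, which tests only whether the genes of a list move one way on balance. Gene set enrichment used fgsea (version 1.28.0, gene weight 1, fixed seed) on the unlogged ratio of median CPM for the 17270 genes with a median above 0 in both groups, after the methods of the paper, which used an earlier version of fgsea. The Reactome sets of the paper were not available, so the lists differ from them and the adjusted p covers 27 lists in place of all Reactome sets of the stated sizes. On simulated data, camera and fgsea each called a list of 40 genes changed by -0.3 and 0 of 20 unchanged lists. The simulation was built on depth and spread and was not shown to carry the correlation between genes of a list. That correlation was estimated here at 0.225 to 0.31 for the 4 pathways, so the simulation does not give the rate of false calls for these lists.

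Genes were named by a rule fixed before the data were examined: genes that the paper names, of which KLK3 and FOLH1 are reported; the 6 largest rises and the 6 largest falls among genes past the test with a mean of at least 1 CPM and no overlap between groups; the 3 genes of smallest p in each of the 4 pathways and the androgen-induced list; up to 2 in each other list; and, for each of the 4 pathways, the gene of smallest p that moved against the list. Genes of the Y chromosome were left out. Positions are those of GENCODE version 44 on GRCh38, which may differ from the annotation of the authors.

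The alternatives tried were DESeq2 (1.42.0), limma-voom with quality weights and edgeR (4.0.16) on the recovered reads, scaling by library totals, a minimum mean of 1 CPM, a minimum absolute log2 fold change of 1, other pseudocounts, the replicate number as a block, either run of R1881 libraries alone, each library left out in turn, and other rankings and trimmed lists for the enrichment. Some were added after the data had been examined: edgeR with TMM, leaving out combination replicates 3 and 4 together, a term for the 2 runs of R1881 libraries, the run as a random block (correlation within runs 0.0614, from 3 runs), and a correction for GC content by a natural spline with 5 degrees of freedom per library over the 14684 genes with a GC value. For the runs of R1881 libraries, reads were also thinned at random to the number of the smallest library, likewise after the data had been examined. The planned setting without a filter is the reported one. No pair of libraries was a duplicate of another: over 55 pairs within a treatment, the lowest chi-square per degree of freedom was 1.62.

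Analyses ran in R 4.3.3 and Python 3.11.15. The viability and animal experiments have no deposited values and were left out.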

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

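The tests of GC content, sequencing depth and the most abundant genes on the second principal component, and those of androgen response and sequencing depth on the R1881 libraries, were chosen after the result was seen. A test counts against an explanation here only where the value lay outside the range that the explanation needs by more than its spread, a standard set after the values were seen.

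Among lists that the paper does not discuss, 5 moved with darolutamide by camera with both a preset and an estimated correlation. The median log2 fold change was -1.48 for androgen-induced genes, 0.30 for p53 targets, -0.49 for cholesterol synthesis, -0.43 for fatty acid synthesis and -0.46 for the unfolded protein response. In 4 of 86 groups of values tested, 1 library lay far from the others, where chance alone gives about 1 in 20 groups. CDC45 was 14.16 CPM in combination replicate 1, against 15.5 to 15.9 CPM in the others. UBE2N was 124.7 CPM in combination replicate 4, against 138 to 141 CPM, and FKBP5 was 133.2 CPM in the same library, against 154 to 162 CPM. The mean log2 expression of the genes that process double-strand break ends was 5.327 in combination replicate 2, against 5.272 to 5.285 in the others.

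Combination replicates 3 and 4 lay at opposite ends of the second principal component, which held 27.7% of the variance, with scores of -28.82 and 49.42. The score followed the GC trend of each library over the 15 libraries (Spearman 0.986, permutation p = 1e-04, the smallest that 10000 permutations can give), and a GC correction removed 94.2% of the variance within groups along the component and 51.5% over all genes, so that GC content is a candidate explanation. The tables argue against sequencing depth: the slope on reads per library within groups predicts 1.2% of the score difference between the 2 libraries (95% interval -4.0 to 6.3), which held 22845605 and 21870398 reads, although the Spearman correlation was -0.7 within the 5 combination libraries (-0.152 within R1881). The share of the 20 most abundant genes stays open, since its slope predicts 75.8% (29.7 to 121.8, replicates 3 and 4 included in the fit), with a Spearman correlation of -0.9 within the combination and -0.018 within R1881. No biological explanation was tested, since the 5 libraries have the same treatment.

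Genes of the 4 DNA damage response pathways were lower with darolutamide, 56 of 108. The tables argue against GC content as the whole cause, since 63 genes were lower after the correction, and against combination replicates 3 and 4, since 52 were lower without both. Whether the fall belongs to replication and mitosis genes that the lists share cannot be told apart. The 72 genes left after removing genes by list and name had a median log2 fold change of -0.1194 (95% bootstrap interval -0.17 to -0.08). They were lower by fry (p = 0.000353) and by camera (p = 0.000823), both unadjusted. The genes removed are therefore not the whole of it, but those left still hold replication genes that were lower, such as CDC6, CDC45, FEN1 and LIG1. The combination libraries are a run of their own, so the treatment and a difference between runs cannot be told apart by any fit. A lower share of dividing cells with darolutamide may account for part of the fall and was not measured.

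The R1881 libraries 51 to 55 and 71 to 75 differed in 535 genes (50 without R1881 replicate 9, 949 without replicate 3), and by camera 9 lists were lower in 71 to 75 (the 4 pathways, mitosis, E2F targets, homologous recombination, mismatch repair and androgen-repressed genes) and 6 were higher (ribosomal proteins, the unfolded protein response, stress, cholesterol synthesis, histones and the amino acid response), none of them with an estimated correlation (adjusted p from 0.077 to 0.444). GC content as the whole cause is argued against, since 950 genes differed after the correction, against 584 over the same genes without it. The ratio of these counts was 1.06 to 9.34 leaving out each library. A part stays open, since the correction also removed 51.5% of the variance within groups, which by itself can raise the count. Sequencing depth as the whole cause is argued against too, since 372 genes still differed when the reads of every library were thinned to the number of the smallest (0.55 to 0.80 of the count with all reads, leaving out each library), but a part stays open. A difference in androgen response stays open: over the 40 androgen-induced genes the Spearman correlation with the darolutamide effect was -0.04 (95% bootstrap interval -0.34 to 0.28), and the list did not pass between the runs (camera p = 0.201, median log2 difference 0.017), while KLK2 and KLK3, picked after their values were seen, were higher in 71 to 75 by 0.40 and 0.35 on the log2 scale, FKBP5 was 1444 CPM against 1559 CPM and androgen-repressed genes were lower (camera adjusted p = 0.0229). A difference in culture or in library preparation between the runs also stays open, as untested.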

How the results depend on the processing

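Settings added after the data had been examined were edgeR with TMM, leaving out combination replicates 3 and 4 together, both settings of the library runs and both on genes with a GC value. The counts of genes lower and higher with darolutamide stayed within 1.5 times the reported counts in 17 of 18 settings other than leaving out 1 library. Of the DNA damage response genes, 52 were lower with the run as a random block and 45 with library totals alone. With the replicate block, which uses replicates 1 to 5 of each group, 43 were lower (47 in the same libraries without it). Against R1881 libraries 71 to 75 only, 41 were lower, and against 51 to 55 only, 62 were. With a minimum absolute log2 fold change of 1 the counts of all genes lower and higher were 342 and 263. Those of the DNA damage response genes were 0 and 1, since the lowest log2 fold change of any of these genes was -0.81 and the 1 gene is BARD1. Leaving out each library in turn gave 3723 to 4781 genes lower, 3495 to 4096 higher, and 51 to 61 and 7 to 9 of the DNA damage response genes. With an estimated correlation, 4 lists were lower and 1 was higher in place of 10 and 5, which were 10 and 5 without any 1 library. By fry, 15 lists were lower and 7 were higher. The cause of the changes below was not tested unless stated. For the G2/M DNA damage checkpoint, the NES was -1.08 (adjusted p = 0.389) with the log2 ratio and -0.98 with the edgeR statistic. Ranking by limma's moderated statistic, fitted with the replicate block on replicates 1 to 5 of each group, gave -1.02. In that setting the ranking, the block and the R1881 libraries used changed together. The ratio of medians gave -1.35 with a median of at least 1 CPM and -0.96 with R1881 libraries 71 to 75 only. It gave -1.20 with fewer genes in the trimmed list and -1.47 over genes with a GC value. None of these 7 passed the threshold, with adjusted p from 0.113 to 0.575. It passed at -2.39 with the ratio of means, -2.57 with libraries 51 to 55 only, -2.09 after GC correction and -1.64 without both combination replicates 3 and 4. For the processing of double-strand break ends the NES was -1.14 with the log2 ratio and -1.06 with the edgeR statistic. It was -1.08 with limma's moderated statistic and the block together, -1.26 with libraries 71 to 75 only and -1.63 with the trimmed list. The adjusted p of these values was 0.052 to 0.477. With libraries 51 to 55 only the NES passed, at -2.84 (adjusted p = 3.7e-05 from fgsea). For DNA strand elongation the NES was -1.28 (adjusted p = 0.258) with the trimmed list, which keeps 7 of its 32 genes. It passed at -1.81 with the log2 ratio, -1.83 with the edgeR statistic and -1.94 with limma's moderated statistic and the block together. Without 1 library the NES ranged from -2.87 to -2.23 for ATR activation, -3.72 to -2.96 for DNA strand elongation, -2.27 to -1.32 for the G2/M DNA damage checkpoint, which lost its call without R1881 replicate 4 or 7 or combination replicate 4 or 5, and -2.52 to -1.65 for the processing of double-strand break ends. The 535 genes that differed between the runs of R1881 libraries were 976 with DESeq2, 950 after GC correction and 50 to 949 without 1 library. That count was 949 without R1881 replicate 3, 340 without 4, 86 without 5, 337 without 6, 73 without 7, 275 without 8, 50 without 9 and 59 without 10. Of 2490 values for 78 named genes, 2479 kept their direction and side of the threshold, and 1 changed direction: RPA2, which passed in neither case, was -0.0312 against R1881 libraries 51 to 55 only. At this depth limma recovered 74 of 100 simulated changes of 0.5 on the log2 scale, so smaller changes are only partly seen.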

Differences from the paper's values

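The paper's methods give 5 libraries for R1881 and 10 for the combination, while the labels give 10 and 5. No setting changes these numbers. The paper's methods give R1881 at 1 µM and the labels at 1 nM. For the 4 pathways, the NES of the reported setting lay within its jackknife error over libraries (0.73 to 1.015) of the value printed in Figure 1B–E. That error is wide (1.015 on an NES of -1.72 for the G2/M DNA damage checkpoint) and the lists are not the Reactome sets. The closeness of the NES is therefore a weak test of the paper's values. The false discovery rates, given here in percent, differed for 3 of the 4, and here they cover 27 lists written from general knowledge in place of all Reactome sets. For ATR activation the paper's value is about 0.29% in Figure 1B, read by eye, and the value here was 0.0476%. For DNA strand elongation the paper's value is about 0.0007% in Figure 1D, read by eye, and the value here was 2.34e-05%. For these 2 pathways none of the alternatives set before the data were examined, leaving out each library included, came within 1.5 times of the paper's value. For the G2/M DNA damage checkpoint the paper's value is about 16% in Figure 1C, read by eye, which is above the threshold in its methods, and the value here was 4.33%, which is below it. With a median of at least 1 CPM it was 17.1%, with R1881 libraries 71 to 75 only it was 23.7% and without R1881 replicate 7 it was 11.1%, each within 1.5 times of the paper's. The value was not within 1.5 times with the log2 ratio, the ratio of means, the edgeR statistic or limma's moderated statistic with the replicate block. Nor was it with libraries 51 to 55 only, the trimmed list or any other 1 library left out.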

Other observations

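Genes of lipid synthesis and of the unfolded protein response were lower with darolutamide. Of 24 genes of cholesterol synthesis, 19 were lower and 1 was higher (camera adjusted p = 2.93e-09), with FDFT1 at a log2 fold change of -0.86. Of 21 genes of fatty acid synthesis, 13 were lower and 5 were higher (adjusted p = 0.000542), with ACSL3 at -1.98 and ELOVL7 at -1.39. Of 23 genes of the unfolded protein response, 20 were lower (adjusted p = 2.61e-11), with CREB3L4 at -1.25 and the stress sensor ERN1 at -1.22. Of 24 p53 targets, 15 were higher and 2 were lower (adjusted p = 0.00182), with SESN1 at 0.92, while TNFRSF10B, a death receptor, was at -0.96. Of 17 androgen-repressed genes, 14 were higher and 3 were lower (adjusted p = 1.87e-08, adjusted p = 0.0808 with an estimated correlation), with CAMK2N1 at 1.93 and DDC at 1.85. By log2 fold change with 0.5 CPM added to each value, which shrinks the changes of genes near 0 CPM and so sets their order, the lowest were STEAP4 at -5.01, ORM1 at -4.21, ORM2 at -3.88, NCAPD3 at -3.69, TUBA3D at -3.43 and TTN at -3.38. ORM1 and ORM2, and TUBA3D and its paralogs, are nearly identical in sequence, and reads shared between them were not examined. The highest were CCDC80 at 3.49, DOCK10 at 3.00, AMIGO2 at 2.87, DAPK1 at 2.78, PLD1 at 2.76 and SI at 2.73. Without the added value the order differs: ORM1 went from 15.6 to 0.364 CPM and STEAP4 from 66.2 to 1.59 CPM, and PLD1 went from 0.264 to 4.77 CPM and CCDC80 from 1.56 to 22.6 CPM.

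All 13 mitochondrially encoded genes were higher (median log2 fold change 0.28, camera adjusted p = 4.92e-05, adjusted p = 0.254 with an estimated correlation), with MT-ND3 at 0.38 and MT-CO1 at 0.28, and they took 3.60% ± 0.30 of the reads with the combination (SD, n = 5) and 2.78% ± 0.12 with R1881 (SD, n = 10). Of 76 ribosomal protein genes, 29 were higher (median 0.09, adjusted p = 0.000189, adjusted p = 0.254 with an estimated correlation), with RPS3A at 0.25 and RPL5 at 0.22. Of 6 fibroblast genes, 5 were higher (median 0.65, adjusted p = 0.00521, adjusted p = 0.175 with an estimated correlation), with VIM at 38.5 CPM and COL3A1 at 8.19 CPM with the combination. Of 11 luminal genes, 5 were lower and 2 higher (median 0.02 and mean -0.48, adjusted p = 0.0638), with KRT18 at -1.82 and GRHL2 at -0.66. Of 15 interferon genes, 7 were higher and 2 lower (adjusted p = 0.066), with DDX58 at 0.75 and MX1 at 0.69. Of 12 genes of steroid signalling, 6 were higher and 2 lower (adjusted p = 0.0889), with NCOA2 at 0.40 and NR3C1 at 0.97, the latter below 1 CPM in both groups. The amino acid response had 7 lower and 2 higher of 20 genes (adjusted p = 0.0872), with VLDLR at -1.22 and WARS at -0.32. Histone genes had 4 lower and 2 higher of 11 (adjusted p = 0.181), with HIST2H2BE at -0.73 and H1F0 at -0.55. Stress genes had 3 lower and 5 higher of 12 (adjusted p = 0.582), with TXNIP at 1.00 and HSPH1 at -0.19. Too few genes were in the table to test 4 lists. Basal genes had 3, with KRT14 at -0.43 and DST at 0.22, neuroendocrine genes 2, with ENO2 at 0.68 and SYP at -0.25 (adjusted p = 0.0765), endothelial genes 3, with EMCN at 0.83 and VWF at 0.50, and leukocyte genes 0.

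To see whether chance can be excluded, the 15 libraries were split into 10 and 5 in 100 of 3003 ways, the real one included. Chance is excluded for the 4098 genes lower (highest other 2783), the 3946 genes higher (2723) and the 56 DNA damage response genes lower (17), each reached by 1 split of 100, and for the 7 higher, reached by 2 (highest other 7). The other splits mix the treatments and cut across the runs, which differ in these lists, so they are not libraries without a change, and a result reached by many splits is not shown to be chance. On this count alone chance is not excluded for the number of lists called by camera, where 10 lists lower were reached by 6 splits (highest other 12) and 5 lists higher by 42 (highest other 11). Nor is it excluded for the NES, where that of -2.47 for ATR activation was reached by 15 splits (other splits down to -3.45), -3.50 for DNA strand elongation by 6 (-3.90), -1.72 for the G2/M DNA damage checkpoint by 26 (-3.63) and -2.03 for the processing of double-strand break ends by 18 (-3.24). The 535 genes between the runs of R1881 libraries were reached by 1 of 100 splits into 5 and 5 (highest other 0), so chance is excluded, though the count itself fell to 50, 59, 73 and 86 without R1881 replicate 9, 10, 7 or 5.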
